A study of Triticum aestivum with 8 samples.

How the data were processed

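RNA was sequenced from primary roots of wheat seedlings grown for 6 days, in 8 libraries that per the labels form 4 groups of 2. The groups cross the genotypes Svevo, a durum wheat cultivar, and 20-2, which the labels do not describe further, with well-watered (WW) and water-limited (WL) growth. The labels name Triticum aestivum as the organism, while the counted gene models carry identifiers of the TRITD set, an annotation of the durum wheat genome. Both libraries of 20-2 WW carry the replicate number 1 in their titles and were taken as replicates 1 and 2 in the order listed. The labels do not say whether they come from separate plants. Of 17 genes silent (under 5% of their Svevo mean) in replicate 1 alone, 15 lay on chromosome 4A, and 14 had 0 counts in that library. On 5A, 7 genes were silent in replicate 1 and both 20-2 WL libraries but not in replicate 2. These genes argue against repeats of 1 pool of plants. If the libraries were such repeats, the SD of this group would hold no spread between plants. The tests that use it would then rest on 1 biological sample there. RNA was extracted with a Qiagen RNeasy kit and made into standard Illumina libraries per the labels. The aligner, the counting program, the genome build, the strandedness and any filter of reads are not stated in the labels, so the handling of multi-mapped reads is unknown.

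The values deposited by the authors are raw counts of reads per gene model, 1 table per library, checked to be whole numbers with a different total in each library. Each table lists the same 369963 gene models, 66559 of high confidence and 303404 of low confidence. Gene positions and descriptions come from the annotation that the authors deposited, which matched all 369963 identifiers and describes 368701 of them. It names no genome build, and it holds genes, transcripts and coding sequences but no untranslated regions. None of the identifiers (0 of 369963) was found in the reference gene table used here, so genes are named by identifier and by the annotation's description. Tables held no line without a gene and no column without a sample (0 of each).

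Total counts per library ran from 9690121 to 15855650. A gene was treated as at the floor in a group when each of its libraries held 3 counts or fewer. Folds against such a group are lower bounds, computed by setting it at 3 counts per library. Floors cover counting error only, since reads without molecular identifiers are not independent molecules. Values of a group are means of normalised counts (CPM, counts scaled to a common library size) with the standard deviation of 2 libraries.

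Counts were tested with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr with its default settings on the 4 groups, which left 50548 genes (37473 of high and 13075 of low confidence) and between 99.5% and 99.57% of the counts of each library. Library sizes were scaled by TMM, and a quasi-likelihood negative binomial model with 1 mean per group was fitted to all 8 libraries. The following contrasts were tested by the quasi-likelihood F-test, which is two-sided: WL against WW in Svevo, WL against WW in 20-2, the difference between these responses (interaction), 20-2 against Svevo under WW, the same under WL, and the mean effects of genotype and of water limitation. P-values were adjusted over all genes of a contrast by the method of Benjamini and Hochberg (BH), and a gene was called at an adjusted p under 0.05. Standard errors of fold changes were taken from the F statistic. Log2 CPM for principal components, correlations between libraries and the spread between replicates were computed by edgeR with its default prior count of 2, and log2 values in the checks of single libraries used a pseudocount of 0.5 CPM.

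The test was checked on simulated data with 200 of the 50548 genes changed in Svevo WL. With the spread fitted to these libraries, 2 of the 200 were recovered at a simulated log2 change of 1 with 0 false calls, 176 at a change of 2 and 199 at a change of 3, with 15 false calls at each of the latter. With a dispersion of 0.01, 84.5% were recovered at a change of 1. In these simulations, between 0 and 1 genes were called in a contrast without a change. A further simulation with no change in any group gave 0 to 5 calls per contrast among 50397 genes kept by the filter.

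Genotype calls were mapped to windows of 10 Mb with at least 5 tested genes. Each window was tested by a one-sided hypergeometric test against the tested genes on assembled chromosomes, with BH adjustment over windows, and the number of windows was compared with 10000 permutations of the calls over genes (scipy 1.17.1, numpy 2.4.6 and pandas 2.3.3 in Python 3.11.15). On simulated data, 180 calls at random gave 0 windows and 30 calls placed in 1 window gave 1. The 12 gene families of at least 10 tested genes each were taken by text in the description: dehydrin, late embryogenesis abundant, aquaporin, protein phosphatase 2C, heat shock, expansin, peroxidase, glutathione S-transferase, WRKY, NAC domain, sugar transporter and lipid transfer. They were tested with fry in limma 3.58.1 on log2 CPM for the responses of both genotypes and the interaction, with BH adjustment over the 36 tests, and with camera as the alternative. On simulated data with 1 family raised, that family was past the threshold in Svevo, and 0 of the other tests in Svevo or 20-2 were. Agreement of the responses of both genotypes was described by correlations across genes without a p-value, since genes are not independent replicates.

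Genes were named by rule. For each of 4 contrasts (water limitation in Svevo, water limitation in 20-2, interaction, and genotype over both treatments), the rule took the 2 genes with the largest positive and the 2 with the largest negative fitted log2 fold change, among genes called, with a mean of at least 1 CPM and, for contrasts of 2 groups, no overlap between their libraries. Only the genotype contrast had calls, so the rule gave 4 genes. Genes named beyond the rule are said to have been chosen after their values were seen.

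The groups, the contrasts, the families, the naming rule and the alternatives, save those named next, were chosen before the data were examined. Alternatives were DESeq2 1.42.0 with its own size factors and independent filtering, RLE and upper-quartile scaling, no low-count filter beyond 1 count, a filter of 1 CPM in 2 libraries, high-confidence gene models only, an adjusted p under 0.01, an absolute log2 fold change of at least 1, fits to the 4 libraries compared, the replicate number as a block, an additive fit, windows of 5 and 20 Mb, camera with an estimated correlation and with a preset correlation of 0.01, and leaving out each library in turn. Voom with library weights in limma, and other scalings and tests for the correlation of responses, were chosen after seeing the data. Lists of DNA replication genes (89 tested), core histones (301), disease resistance genes, and suberin and lignin genes (195) were matched by description in the same way for the closing section. No reference genome was used here, so neither base composition nor the sequence of the gene models was examined. Reads were not analysed here. Figures were drawn with matplotlib 3.10.9.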

Results

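Gene expression in primary roots of wheat seedlings was measured by RNA sequencing in 8 libraries, to follow the response to drought named in the title of the series. The libraries form 4 groups of 2: Svevo well watered (WW), Svevo water limited (WL), 20-2 WW and 20-2 WL. Total counts were 15855650 and 14811346 in Svevo WW replicates 1 and 2, 14635149 and 15739793 in Svevo WL, 9690121 and 13384060 in 20-2 WW, and 14636550 and 11234606 in 20-2 WL. Of 369963 gene models, 91057 had at least 1 count in the 8 libraries and 278906 had none. The 10 genes with the most counts took between 3.44% of a library (20-2 WL replicate 2) and 7.71% (20-2 WW replicate 1).

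Replicates differed most in 20-2 WW. Over the 50548 tested genes, the standard deviation of the log2 CPM difference between the 2 libraries of a group was 0.457 in Svevo WW, 0.436 in Svevo WL, 0.547 in 20-2 WL and 0.745 in 20-2 WW. More than 2-fold differences between replicates were found for 7751 genes (15.33%) in 20-2 WW, 3367 (6.66%) in 20-2 WL, 2171 (4.29%) in Svevo WW and 1964 (3.89%) in Svevo WL. The Pearson correlation across genes was 0.942 between the 20-2 WW replicates and 0.977 between the Svevo WW replicates. Replicate 1 of 20-2 WW correlated more closely with each of the 6 libraries of other groups than with its own replicate, from 0.948 with Svevo WL replicate 2 to 0.962 with 20-2 WL replicate 1. Replicate 2 did so with 5 of the 6, up to 0.962 with Svevo WW replicate 2, and correlated by 0.937 with 20-2 WL replicate 1. The fit of the 4 groups to all 8 libraries gave a common biological coefficient of variation of 0.189. The coefficient for each group alone ran from 0.116 in Svevo WL to 0.292 in 20-2 WW.

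**Figure D1:**
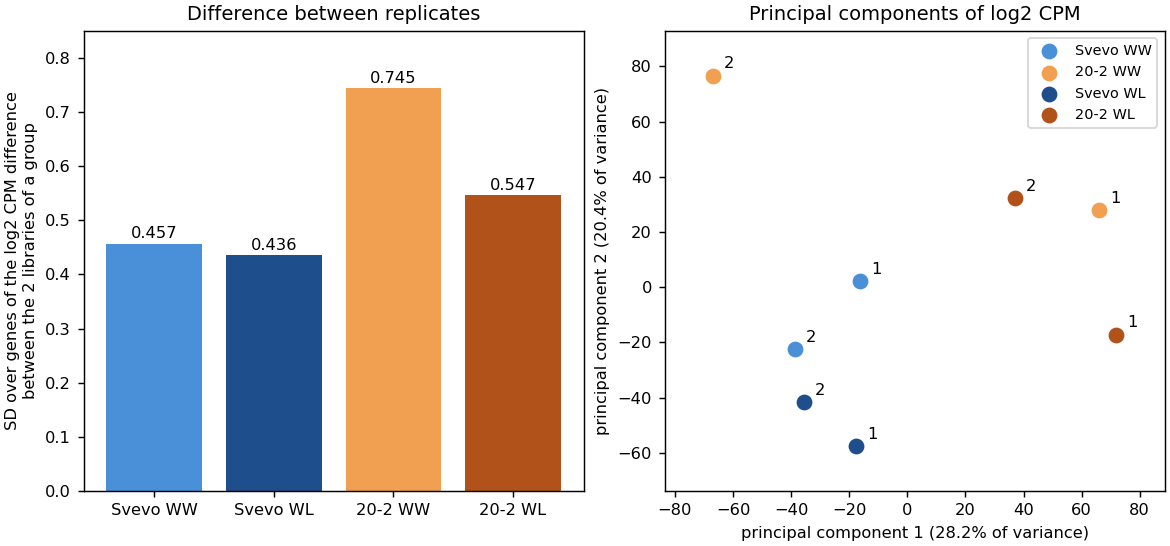
Left, bars give the standard deviation over 50548 genes of the log2 CPM difference between the 2 libraries of each group, highest in 20-2 WW at 0.745. Right, points are the 8 libraries on principal components 1 and 2 of log2 CPM (28.2% and 20.4% of the variance), numbered by replicate, where the 20-2 WW replicates lie at 66.1 and -66.9 on component 1.

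The response of Svevo to water limitation was tested as Svevo WL against Svevo WW. By edgeR, 0 of 50548 genes had an adjusted p under 0.05, and the smallest adjusted p was 0.168. At an unadjusted p under 0.05 there were 2761 genes, where 2527 would be expected without any change. Of all alternatives, leaving out the low-count filter moved this count most, to 891 genes. The spread in this fit is shared with 20-2 WW: a fit to the 4 Svevo libraries alone called 104 genes, 57 higher and 47 lower under WL, and 5636 genes had an unadjusted p under 0.05 in it. The response of 20-2 was tested in the same way as 20-2 WL against 20-2 WW. No gene was called (0 of 50548, smallest adjusted p 0.133), while 5143 genes had an unadjusted p under 0.05. With DESeq2, 287 genes were called, 35 higher and 252 lower under WL. A fit to the 4 20-2 libraries alone called 0, and 2694 genes had an unadjusted p under 0.05 in it, near the 2527 expected. The excess in the fit to all 8 libraries was thus not seen with the spread of 20-2 alone. The shared coefficient of variation, 0.189, lies below that of 20-2 WW alone, 0.292.

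Whether the genotypes differ in their response was tested by the interaction. By edgeR, 0 genes were called (smallest adjusted p 0.585) and 3467 had an unadjusted p under 0.05. DESeq2 called 72 genes, of which 5 had the higher and 67 the lower log2 fold change in 20-2. Across the 50548 genes, the log2 fold changes of the genotypes had a Pearson correlation of 0.159 and a Spearman correlation of 0.065, and genes are not independent replicates. In counts simulated without any change the Pearson correlation was -0.02. Among 671 genes with an unadjusted p under 0.05 in both genotypes, 483 (72%) changed in the same direction, against 46.5% of 198 genes in the simulated counts. The alternative that moved the Pearson correlation most left out 20-2 WL replicate 1 and gave 0.098. The Spearman correlation fell to -0.004 without Svevo WW replicate 2.

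Water limitation over both genotypes, 4 libraries against 4, gave 10 called genes, 5 higher and 5 lower under WL, and 4215 genes with an unadjusted p under 0.05. The alternative without a low-count filter gave 1646, of which 561 were higher and 1085 lower. The number of calls depended on which libraries were kept. A fit without 1 library leaves 1 group with 1 library, so loss of power and the influence of that library cannot be told apart. The fold changes of the 10 genes kept their direction in all such fits. Genes of this contrast were outside the naming rule, and those named next were chosen after their values were seen. Pathogenesis-related protein 1 (TRITD7Av1G068400, chromosome 7A, 159330740 to 159331264, plus strand) had the smallest adjusted p, 0.0193 by edgeR, with a log2 fold change of -3.14 (SE 0.25). Its normalised count was 9.1 ± 1.12 CPM in Svevo WW and 0.996 ± 0.625 CPM in Svevo WL (SD, n = 2). In 20-2 it was 9.65 ± 0.404 CPM under WW and 1.09 ± 0.115 CPM under WL. It was past the threshold in 12 of 16 alternatives, where its adjusted p ran from 1.76e-34 to 0.201. A dehydrin gene (TRITD5Bv1G211650, chromosome 5B, 599509249 to 599509780, minus strand) was higher under WL by a log2 fold change of 2.10 (SE 0.24, adjusted p 0.0493 by edgeR). It rose from 1.22 ± 0.196 to 5.69 ± 1.16 CPM in Svevo and from 0.982 ± 0.0495 to 3.94 ± 1.16 CPM in 20-2, and it was past the threshold in 7 of 16 alternatives. Genes annotated as an O-methyltransferase (TRITD3Bv1G228110, log2 fold change -2.36), an ABC transporter of the B family (TRITD2Bv1G002840, -2.43) and a serine/threonine kinase (TRITD0Uv1G010510, -1.27) were lower under WL. A gene annotated as plant cadmium resistance 2-like (TRITD5Bv1G236630) was at the floor under WL and at least 8.05-fold lower than under WW. An Argonaute family gene (TRITD3Av1G037800) was higher under WL by a log2 fold change of 2.48. The other calls higher under WL were 3 low-confidence models annotated as FAD binding proteins within 1 Mb on chromosome 2A (TRITD2Av1G119630, TRITD2Av1G119670 and TRITD2Av1G119690, log2 fold changes 3.03, 3.24 and 3.23), with coding sequences of 618 bases each and similar counts in most libraries, such as 76, 73 and 68 in Svevo WL replicate 1. Whether these 3 models share reads was not tested.

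The 12 gene families tested for the response of each genotype and the interaction gave 0 of 36 tests past an adjusted p of 0.05 with fry. The smallest adjusted p, adjusted over the list alone, was 0.0725, for dehydrins in Svevo, for peroxidases and lipid transfer proteins in 20-2, and for lipid transfer proteins in the interaction. At an unadjusted p under 0.05 there were 9 tests with fry. Camera with an estimated correlation also gave 0 tests past the threshold. Camera with a preset correlation of 0.01 moved this result most, to 15 tests, none of which was past the threshold with fry or with an estimated correlation. The 18 dehydrin genes had a median log2 fold change of 1.88 in Svevo, with 16 genes higher under WL, and of 1.22 in 20-2, with 12 genes higher. These medians were unchanged to within 0.01 by RLE or upper-quartile scaling or with genes at the floor set at their bound. Mean log2 CPM of the dehydrin genes was 2.38 and 2.73 in the Svevo WW libraries, 2.45 and 2.75 in 20-2 WW, 4.15 and 3.69 in Svevo WL, and 3.69 and 3.65 in 20-2 WL. The difference between genotypes in the dehydrin response was not past the threshold (median interaction log2 -0.29, fry adjusted p 0.567). Lipid transfer proteins (71 genes) had medians of 0.33 in Svevo and -0.47 in 20-2, and their interaction had a median of -0.70, with 17 genes above 0. Late embryogenesis abundant genes (122) had medians of 0.35 in Svevo, with 94 higher under WL, and -0.2 in 20-2, with 47 higher. Their interaction had a median of -0.58, with 19 genes above 0 (fry adjusted p 0.168). Aquaporins (57 genes) had medians of -0.04 in Svevo and -0.54 in 20-2, and 7 of them were higher under WL in 20-2. Peroxidases (330 genes) had a median of -0.33 in 20-2, with 98 higher, and glutathione S-transferases (184 genes) one of -0.54, with 33 higher.

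**Figure D2:**
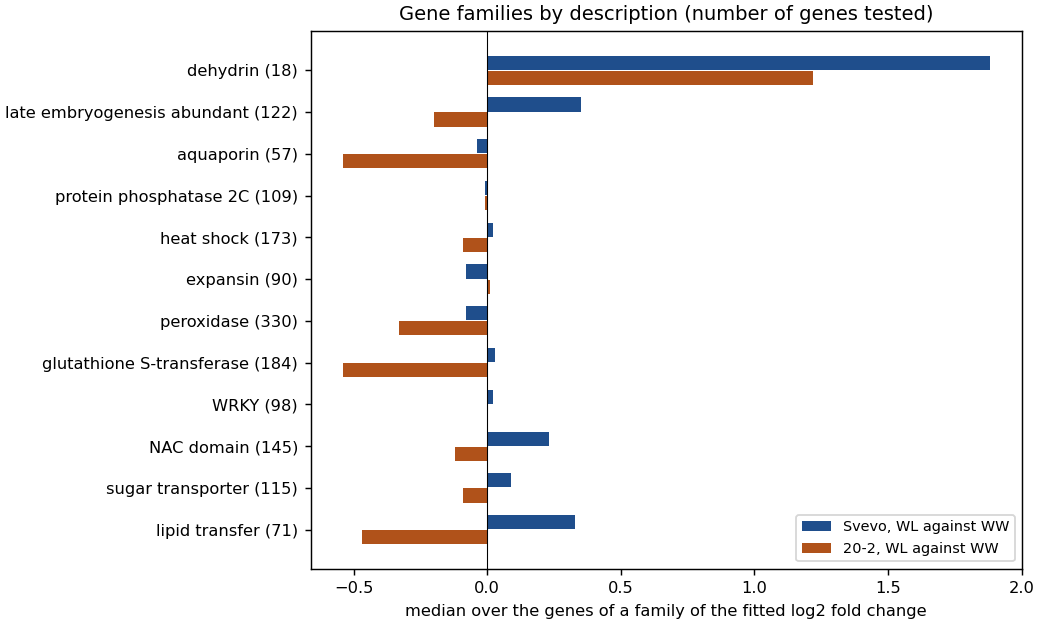
Bars give the median over each family's tested genes (numbers in brackets) of the fitted log2 fold change of WL against WW, in Svevo and in 20-2. Dehydrins had the highest medians, 1.88 in Svevo and 1.22 in 20-2, and no family passed the threshold with fry.

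The genotypes were compared as 20-2 against Svevo. Under WW, 64 genes were called, 33 higher and 31 lower in 20-2. Under WL, 96 genes were called, 38 higher and 58 lower, while a fit to the 4 WL libraries alone called 82 higher and 360 lower. Both sets shared 54 genes, and all 54 differed in the same direction. Over both treatments 191 genes were called, 96 higher and 95 lower in 20-2, and 186 of these had an absolute log2 fold change of at least 1. They included all 64 genes called under WW and 89 of those called under WL. At an unadjusted p under 0.05 there were 1736 genes under WW, 4334 under WL and 2468 over both treatments. Without any change, 2527 would be expected in each. Of all alternatives in these contrasts, the replicate number as a block in the 4 WL libraries moved a count most, to 2854 genes under WL. Without 20-2 WW replicates 1 and 2 the count under WL was 458 and 442, and without either Svevo WW replicate it was 53. Over both treatments it was 381 without 20-2 WW replicate 2, 114 without Svevo WW replicate 2, and 119 and 120 without Svevo WL replicates 1 and 2.

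Positions of the genotype calls were compared with those of all tested genes, since genotypes that differ in chromosome segments would differ in blocks of genes. Of the 191 calls, 180 lay on assembled chromosomes, with 47 on 7A, 41 on 4A (36 of them lower in 20-2), 26 on 7B, 13 on 2B, 11 on 5B and 10 on 6A, and 7 or fewer on each of the others. Of 1001 windows of 10 Mb, 11 were past an adjusted p of 0.05 in the hypergeometric test, and they held 112 of the 180 calls (62.2%). At most 2 windows were past it in 10000 permutations of the calls, a permutation p of 0.0001, which is the smallest they can give. The window of chromosome 4A from 590 to 600 Mb held 28 calls among 103 tested genes, 26 of them lower in 20-2 (adjusted p 6.86e-42). The 4A windows from 600 to 610 Mb and from 610 to 620 Mb held 4 calls each, among 99 and 84 genes. On chromosome 7A, the window from 0 to 10 Mb held 20 calls among 152 genes (adjusted p 9.96e-23), and the 3 windows from 600 to 630 Mb held 6, 5 and 10. On chromosome 7B, the windows from 700 to 710 Mb and from 710 to 720 Mb held 10 calls among 53 genes and 13 among 94. The remaining windows were 2B from 760 to 770 Mb, with 7 calls, all higher in 20-2, and 2A from 740 to 750 Mb, with 5. Water limitation over both genotypes gave 1 window with 3 of its 9 placed calls (permutation p 0.0141), the FAD binding models on 2A. The permutation took these 3 models as independent calls. Their counts were similar in most libraries and shared reads were not tested, so this p-value may be too small. Testing high-confidence models only moved the number of genotype windows most, to 7.

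**Figure D3:**
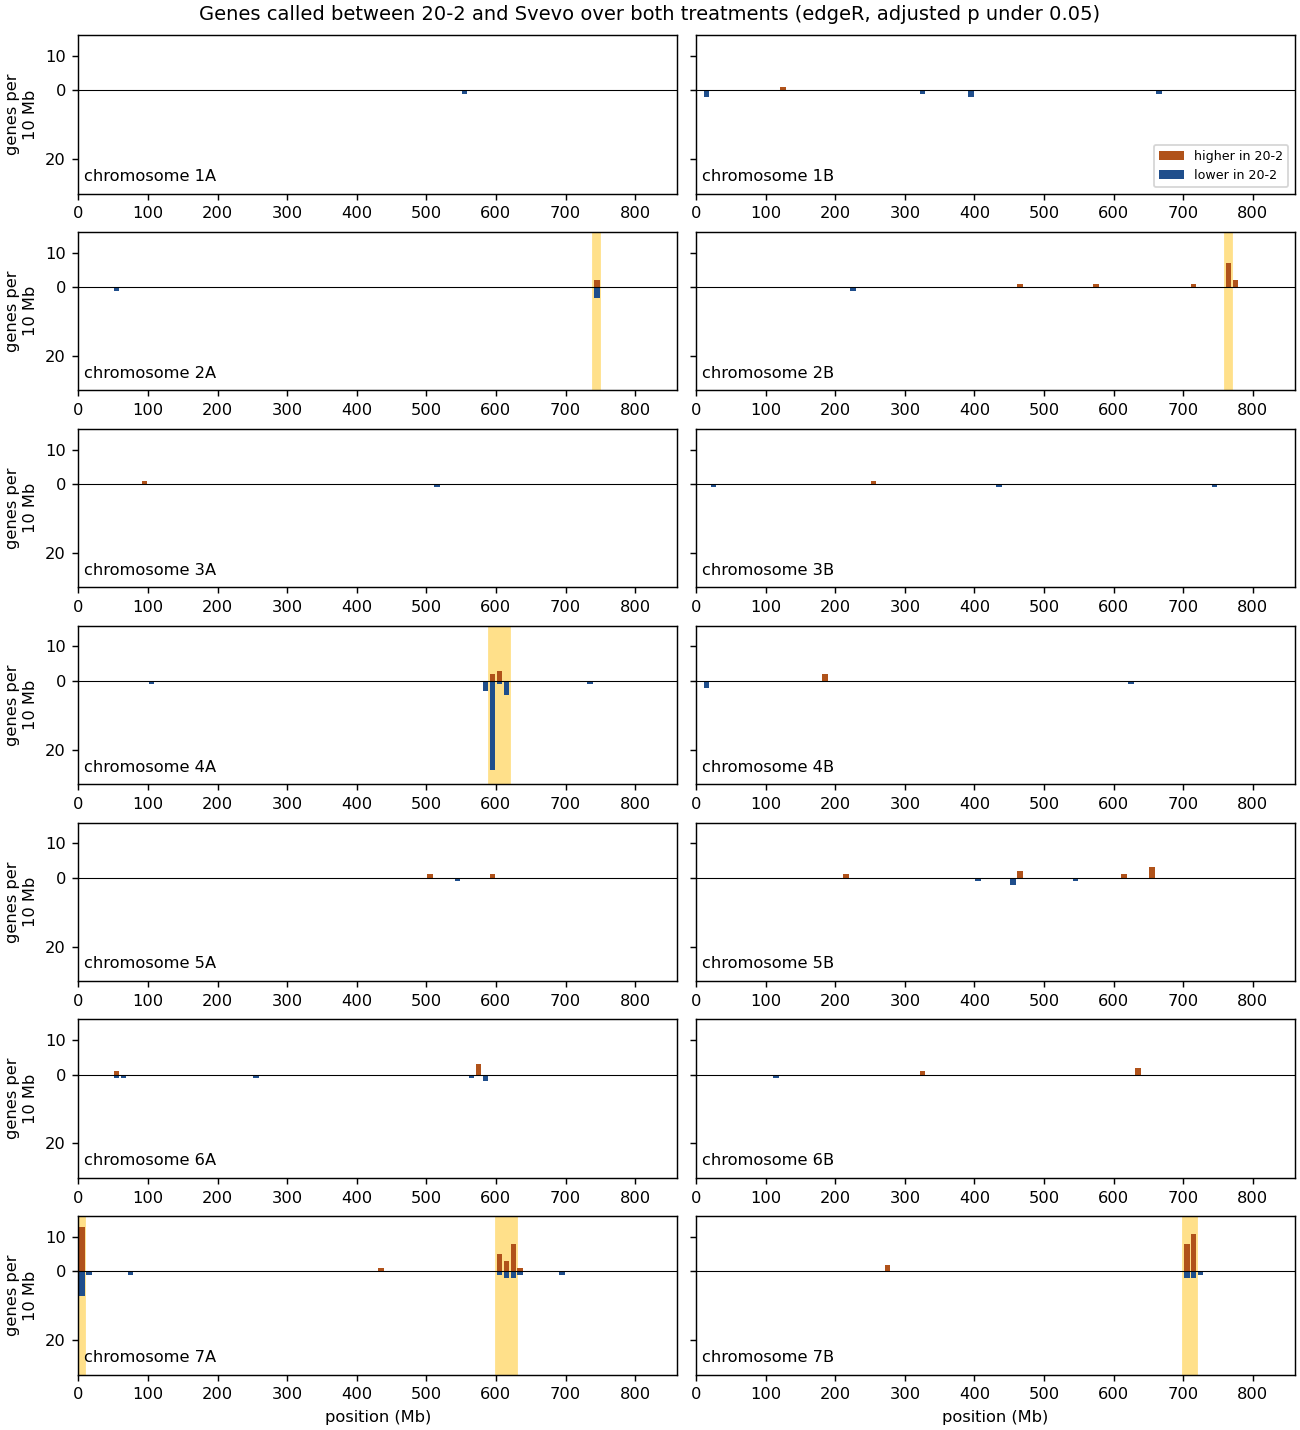
Bars give, for each 10 Mb of each chromosome, the number of genes called between 20-2 and Svevo over both treatments, upward for genes higher and downward for genes lower in 20-2. Shaded windows are the 11 past an adjusted p of 0.05, and the tallest downward bar is the 4A window from 590 to 600 Mb, with 26 genes lower in 20-2.

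The naming rule gave 4 genes, each with counts at the floor in all 4 libraries of 1 genotype and above it in all 4 of the other. A disease resistance gene of the NBS-LRR class (TRITD7Bv1G230280, chromosome 7B, 710559737 to 710563582, minus strand, high confidence) had 0 counts in the 4 Svevo libraries, 57.2 ± 26.7 CPM in 20-2 WW and 79.1 ± 0.261 CPM in 20-2 WL (SD, n = 2). It was at least 345-fold higher in 20-2 (edgeR adjusted p 0.000117), and 5 other models with its description lie within 1 Mb. Receptor kinase 1 on chromosome 7A (TRITD7Av1G000340, 541976 to 554986, minus strand, high confidence) had 0 counts in the Svevo libraries, 13.2 ± 11.4 CPM in 20-2 WW and 17.6 ± 4.07 CPM in 20-2 WL, at least 77.9-fold higher in 20-2 (edgeR adjusted p 0.00557). Its locus overlaps 2 other gene models. A gene of the 2-oxoglutarate and Fe(II)-dependent oxygenase superfamily (TRITD4Av1G204650, chromosome 4A, 594905700 to 594906863, minus strand, high confidence) had 68.5 ± 24 CPM in Svevo WW and 85.9 ± 8.3 CPM in Svevo WL. It had 1 count in 20-2 WW replicate 2 and 0 in the other 20-2 libraries, at least 306-fold lower in 20-2 (edgeR adjusted p 3.06e-05). A further model annotated as receptor kinase 1 (TRITD4Av1G204820, chromosome 4A, 595567993 to 595590994, minus strand, low confidence) had 25.7 ± 2.68 CPM in Svevo WW and 35.6 ± 4.48 CPM in Svevo WL. It had 0 counts in the 4 20-2 libraries and was at least 121-fold lower (edgeR adjusted p 3.06e-05). The smallest adjusted p of the contrast, 1.98e-07 by edgeR, belonged to an NBS-LRR-like resistance gene outside the rule, chosen after its values were seen (TRITD4Av1G204470, chromosome 4A, 594499737 to 594807560, plus strand). Its log2 fold change was -7.10 (SE 0.16), and its locus overlaps 14 other gene models. It had 125 ± 5.61 CPM in Svevo WW and 150 ± 2.56 CPM in Svevo WL. In 20-2 it had 1.28 ± 0.177 CPM under WW and 0.758 ± 0.000844 CPM under WL.

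**Figure D4:**
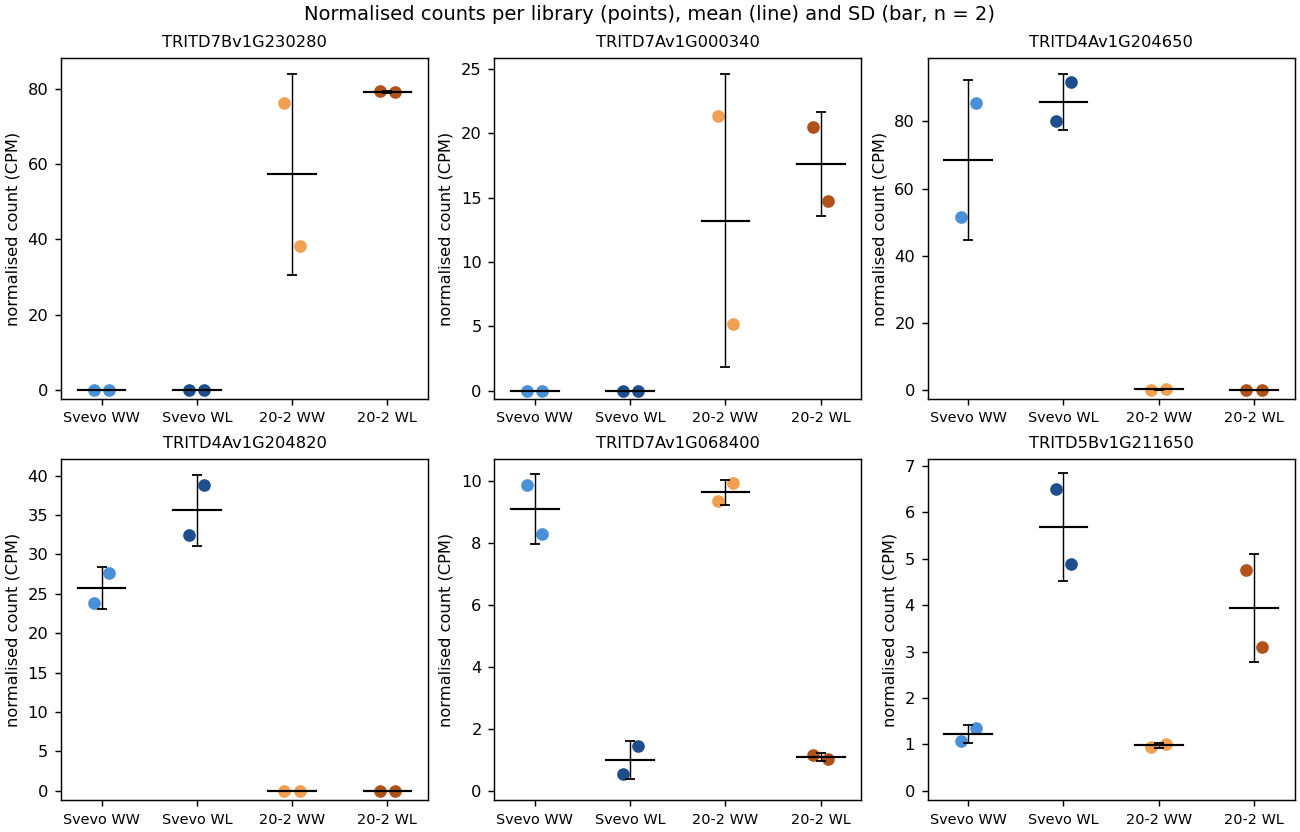
Points give the normalised count (CPM) of each library, lines the group mean and bars the SD (n = 2), for the 4 genes named by the rule and for the pathogenesis-related protein 1 gene TRITD7Av1G068400 and the dehydrin gene TRITD5Bv1G211650. The genes of the rule lie at or near 0 in all 4 libraries of 1 genotype, at most 1 count.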

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

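In this part, voom with library weights and the alternatives for the correlation of responses, other than the 1 CPM filter and the libraries left out, were chosen only after the results were seen. A count is taken as kept here when it stayed within 1.5 times of the count reported, and a correlation when it moved by less than 0.027, its SD over the fits that each left out 1 library. By these rules 65 values were kept and 57 moved. Scaling by RLE or by upper quartiles moved none of the counts in the 7 contrasts. Where no cause is given for a change below, the cause was not tested.

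Without a low-count filter, the calls rose to 891 for water limitation in Svevo, 1760 in 20-2, 726 for the interaction, 601 for genotype under WW, 1650 under WL, 1010 over both treatments, and 1646 for water limitation over both genotypes. These included all genes called with the filter. Of them, between 17 and 80 per contrast were genes that the filter removes. The removed genes therefore make up a small part of the rise. Counts simulated with no change gave at most 49 calls per contrast without the filter among 91057 genes. They were drawn with the spread of that same fit, so they cannot show whether that fit sets the spread too low. For TRITD7Av1G068400 under water limitation over both genotypes, the log2 fold change was -3.14 (SE 0.25) with the filter and -3.15 (SE 0.24) without it. Its adjusted p by edgeR fell from 0.0193 to 1.76e-34, so the added calls are not taken as real changes. DESeq2 called 111, 287, 72, 152, 366, 316 and 418 genes in the same order, again with all genes called by edgeR. Voom with library weights called 25 genes in Svevo, 39 under WW (36 higher and 3 lower, 30 of them shared with edgeR), 239 under WL and 21 for water limitation over both genotypes (6 shared). It kept the counts of the other 3 contrasts. The share of lower genes depended on the setting. Under WL, 277 of the DESeq2 calls were lower in 20-2 and 89 higher, against 58 and 38 with edgeR. Over both treatments, where edgeR called 96 higher and 95 lower in 20-2, the calls without the filter were 376 higher and 634 lower. DESeq2 called 146 higher and 170 lower there, and voom 109 higher and 86 lower. For water limitation over both genotypes, where edgeR called 5 higher and 5 lower, DESeq2 called 126 higher and 292 lower and voom 1 higher and 20 lower. In Svevo, 5672 genes had an unadjusted p under 0.05 with voom, against 2761 with edgeR.

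Fits to the 4 libraries compared called 104 genes in Svevo, 30 under WW (29 shared) and 442 under WL, and 0 in 20-2, where 2694 genes had an unadjusted p under 0.05. With the replicate number as a block in these 4 libraries, 439 genes were called in Svevo and 2854 under WL, 610 higher and 2244 lower. Deviations of replicates from their group mean, across genes, correlated by 0.027 between Svevo WW and Svevo WL and by 0.212 between Svevo WL and 20-2 WL, and with 2 pairs a shared batch is not shown. An adjusted p under 0.01 left 32 genes under WW, 29 under WL, 108 over both treatments and 0 for water limitation over both genotypes, where 4215 had an unadjusted p under 0.05. With fewer genes tested, high-confidence models only gave 37, 46, 110 and 2 genes in the same order, and 7 windows with many genotype calls. A filter of 1 CPM in 2 libraries gave 6 genes for water limitation over both genotypes, and the additive fit gave 27. Camera with the preset correlation gave 15 family tests.

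Leaving out 1 library changed some counts more than any choice of scaling. Over the 4 fits that kept both groups whole, the count in Svevo ran from 0 (2723 and 2727 genes with an unadjusted p under 0.05) to 21 genes (21 and 20 without 20-2 WW replicates 1 and 2), that in 20-2 stayed at 0 (4008 to 4195 genes with an unadjusted p under 0.05), and that under WW ran from 45 to 59. Under WL it ran from 53 (without either Svevo WW replicate) to 458 and 442 (without 20-2 WW replicates 1 and 2), of which 377 and 363 were lower in 20-2. Over all 8 such fits, the genotype calls over both treatments ran from 114 (without Svevo WW replicate 2) to 381 (without 20-2 WW replicate 2), with 119 and 120 without Svevo WL replicates 1 and 2. Calls for water limitation over both genotypes ran from 0, without either replicate of Svevo WW or 20-2 WL, where between 2949 and 4430 genes had an unadjusted p under 0.05, to 605 (190 higher and 415 lower) and 81 (37 and 44) without 20-2 WW replicates 1 and 2. They were 4 and 1 without Svevo WL replicates 1 and 2. The Pearson correlation of the responses ran from 0.098 (without 20-2 WL replicate 1) to 0.162 (without 20-2 WL replicate 2). The interaction was not tested with a library left out, since each such fit leaves 1 of its groups with 1 library. The mean effects of genotype and of water limitation were tested in these fits, although 1 group there also held 1 library. The correlations planned for genes called in either or in both genotypes could not be given with 0 calls in each genotype at an adjusted p under 0.05. DESeq2 called 372 genes in either genotype and 26 in both, 25 of them in the same direction.

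The 5 named genotype genes kept their direction and their side of the threshold in all 79 values under alternatives. The 4 genes of the rule had their highest adjusted p at 0.034 (TRITD7Av1G000340). The 10 genes called for water limitation over both genotypes kept their direction in all 156 values, but 68 of these were no longer past the threshold. All 10 were past it with DESeq2, without a filter, in the additive fit, with other scalings and without either 20-2 WW replicate, 6 with a filter of 1 CPM, 2 among high-confidence models, 6 with voom, 3 and 1 without Svevo WL replicates 1 and 2, and 0 without either replicate of Svevo WW or 20-2 WL. Depth limits the genes at the floor, for which only a lower bound of the fold is given.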

Other observations

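In this part, the tests on the positions of silent genes, on a mixed sample and on the direction of the calls in windows were chosen only after the result was seen. Line 20-2 is not described in the labels, so explanations that rest on its origin are hypotheses.

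The 2 libraries of 20-2 WW differed more than the other pairs of replicates. Their SD of log2 differences, with a pseudocount of 0.5 CPM, was 0.612. With all libraries thinned to 9690121 counts it was 0.623, against 0.394 to 0.472 in the other pairs, which argues against sequencing depth. With TMM scaling it was 0.615, and 0.612 after the median difference of genes of similar coding length was taken off, against at most 0.444 in the other pairs. The trend removed was small, from a median log2 difference of 0.11 in the 10% shortest genes to -0.13 in the 10% longest, which argues against length bias as the cause of the larger spread. A water-limited library under a WW label was tested with the 104 genes that respond in the 4 Svevo libraries alone. The score, the mean log2 CPM of genes that rise less that of genes that fall, was -0.20 and -1.09 in 20-2 WW replicates 1 and 2 and 0.96 and 0.58 in the 20-2 WL libraries, against -1.79 and -1.42 in Svevo WW and 1.69 and 1.94 in Svevo WL. Both 20-2 WW libraries scored below both 20-2 WL libraries, which argues against a full exchange of label. Replicate 1 lay between on this score, as partial water limitation or a mixed sample would. The dehydrin family goes against these, with a mean log2 CPM of 2.45 in replicate 1, against 2.38 to 2.75 in the other WW libraries and 3.65 to 4.15 under WL. The late embryogenesis abundant family goes the other way, with 1.91 in replicate 1, against 1.48 to 1.68 in the other WW libraries and 1.70 to 2.30 under WL, so partial water limitation stays open. A mix with material like that of a WL library is argued against. To bring 20-2 WW replicate 2 to the score of replicate 1, it would need a share of 32% to 63%, depending on the WL library. Of 17 genes silent in replicate 1 alone, 14 had 0 counts there, although at those shares at least 16 of the 17 would hold over 10 counts. A Svevo library under a 20-2 label was tested with 117 genes that are lower in 20-2 in the WL libraries alone. Their median log2 ratio to Svevo WW was -1.75 in 20-2 WW replicate 1 and -1.42 in replicate 2, where a Svevo library would be near 0. The share of dividing tissue stays open as a candidate explanation. The 89 DNA replication genes were higher in replicate 1 by a median log2 difference of 0.47, with 75 of 89 higher, above all 10000 random lists of matched expression (highest 0.28). Core histones, 301 genes, were higher by 0.87, with 295 higher. The DNA replication genes also differed between the 20-2 WL replicates, by 0.17 (percentile 99.99), and not between the Svevo WW replicates (0.03, percentile 76.88) or the Svevo WL replicates (0.03, percentile 80.28). Their summed level was 1031 CPM in 20-2 WW replicate 1 and 725 CPM in replicate 2, against 915 to 953 CPM in the Svevo libraries and 1116 and 966 CPM in the 20-2 WL libraries, so replicate 2 lay below all others. All 89 are expressed in these roots and mark no cell type, so a difference in growth or in sampling along the root may both give this pattern, and the data do not separate them.

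Some genes expressed in Svevo were silent in only part of the 20-2 libraries. Among 31249 genes with a Svevo mean of at least 3 CPM, silent genes, under 5% of that mean, numbered 45 in 20-2 WW replicate 1, 26 in replicate 2, 38 and 35 in the 20-2 WL libraries, and 0 to 2 in each Svevo library. Libraries simulated with the Svevo means, the fitted spread and the real totals held at most 1 silent gene in a 20-2 library, which argues against sequencing depth. Of 17 genes silent in 20-2 WW replicate 1 alone, 15 lay on chromosome 4A between 174.2 and 567.3 Mb. Random placement over expressed genes put at most 9 on 1 chromosome (permutation p 0.0001, the smallest 10000 draws can give). Among these 15 is an abscisic stress-ripening gene (TRITD4Av1G160700), at 31.9 CPM in that library and at 350.5 to 953.1 CPM in the other 7. Another 8 genes were silent in all 20-2 libraries but 20-2 WW replicate 2, and 7 of them lay on 5A between 663.8 and 666.5 Mb (random placement, at most 5). Some models in both sets overlap. TRITD5Av1G256560 and TRITD5Av1G256570 lie within TRITD5Av1G256550, and TRITD4Av1G096400 overlaps TRITD4Av1G096410. Random placement took genes as independent, so its permutation p and its highest counts are too small by an unknown amount. On 7A at 668.6 Mb, 2 neighbouring genes were silent in 20-2 WW replicate 2 and 20-2 WL replicate 1 only. Loss of the whole 4A region in 20-2 WW replicate 1 is argued against, since its 661 expressed genes had a median log2 ratio of -0.08 to the other 20-2 libraries, against 0.02 elsewhere. In that region 6.8% of genes were over 2-fold apart, against 1.2% elsewhere. The same shares for 20-2 WL replicate 1 were 4.4% and 1.9%. A candidate explanation is that the plants behind the 20-2 libraries differed in chromosome segments, as plants of a line that is not fixed would. Variants in the reads, which were not analysed here, would test it.

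The genotype calls lay together on chromosomes. Random placement of the calls gave at most 2 windows past the threshold, against 11. Read sharing among copies with the same description is argued against as the whole cause. With 1 gene per description and window, 12 windows were past the threshold, among them all 11. Copies described in other words and overlapping models were not merged, so read sharing among those stays open. Genes in the windows that were not called, 812 in number, had a median absolute log2 fold change of 0.205, against 0.134 elsewhere and at most 0.179 in 10000 random sets of windows (permutation p 0.0001, the smallest they can give). This is consistent with segments of other origin that change many genes. A poorer match of diverged 20-2 reads to the Svevo gene models predicts lower counts in 20-2. For the uncalled genes this cannot be told apart from no effect: their median log2 fold change was -0.01, against 0.009 elsewhere, with members in both directions (one-sided permutation p 0.0600). For the called genes higher in 20-2, such a loss of reads is argued against as the cause. Of the 112 calls in the windows, 62 were higher in 20-2, 31 of them with all 4 Svevo libraries at the floor. Whether reads of other 20-2 gene copies were counted at these models was not tested, and the handling of multi-mapped reads is unknown. Of the 50 lower calls, 31 had all 4 20-2 libraries at the floor, and absence, silence and divergence of these genes in 20-2 remain open. Genes annotated for disease resistance made up 12.8% of the 180 placed calls and 2.24% of the other genes (odds ratio 6.4, Fisher's exact p 2.92e-11, two-sided). Their place in these windows is argued against as the whole cause, since within the windows they were 17.9% of called and 7.76% of uncalled genes (odds ratio 2.58, Fisher's exact p 0.00125). Elsewhere they were 3 of 68 called genes (Fisher's exact p 0.18). Neighbouring copies are not independent, so these p-values are too small by an unknown factor.

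All 35 splits of the 8 libraries into 4 and 4 were tested with a fit of 2 groups. The split by genotype gave 222 calls, and 2 of the 35 splits, itself included, gave as many. The split by treatment gave 32, and 3 of the 35 splits gave as many. With 35 splits only the highest has a share under 0.05, so the treatment split could not reach it beside the genotype split, and its count says little about treatment. The genotype calls rest on more than this count, since their windows exceeded those of permuted calls (11 against at most 2). The split above both follows no label: it sets Svevo WW replicate 1, 20-2 WW replicate 1 and both 20-2 WL libraries against the others. It is the genotype split with Svevo WW replicate 1 and 20-2 WW replicate 2 exchanged. It gave 337 calls, 317 of them lower in the libraries named, with a median absolute log2 fold change of 0.96, and shared 0 with the genotype split. The other 32 splits gave at most 2 calls. A swap of these libraries is argued against by the genotype genes above (-1.42 in 20-2 WW replicate 2). The called genes included 10 of the 195 genes listed for suberin and lignin synthesis, so a share of tissue that makes suberin and lignin was tested with the 185 listed genes not called in that split. Their median log2 difference between replicates 1 and 2 was -0.07 in 20-2 WW (percentile 14.21 among random lists) and -0.04 in Svevo WW (percentile 3.54). Leaving out the called genes biases this test against the explanation, and including them would bias it the other way, so the explanation cannot be told apart from others here and the source of the split stays open. A technical batch cannot be tested, since the labels give none.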
